# Changing Expression Profiles of Messenger RNA, MicroRNA, Long Non-coding RNA, and Circular RNA Reveal the Key Regulators and Interaction Networks of Competing Endogenous RNA in Pulmonary Fibrosis

**DOI:** 10.3389/fgene.2020.558095

**Published:** 2020-09-24

**Authors:** Xue Liu, Huaman Liu, Xinhua Jia, Rong He, Xinyue Zhang, Wei Zhang

**Keywords:** pulmonary fibrosis, whole transcriptome sequencing, ceRNA, co-expression network, regulation

## Abstract

Pulmonary fibrosis is a kind of interstitial lung disease with architectural remodeling of tissues and excessive matrix deposition. Apart from messenger RNA (mRNA), microRNA (miRNA), long non-coding RNA (lncRNA), and circular RNA (circRNA) could also play important roles in the regulatory processes of occurrence and progression of pulmonary fibrosis. In the present study, the pulmonary fibrosis model was administered with bleomycin. Whole transcriptome sequencing analysis was applied to investigate the expression profiles of mRNAs, lncRNAs, circRNAs, and miRNAs. After comparing bleomycin-induced pulmonary fibrosis model lung samples and controls, 286 lncRNAs, 192 mRNAs, 605 circRNAs, and 32 miRNAs were found to be differentially expressed. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed to investigate the potential functions of these differentially expressed (DE) mRNAs and non-coding RNAs (ncRNAs). The terms related to inflammatory response and tumor necrosis factor (TNF) signaling pathway were enriched, implying potential roles in regulatory process. In addition, two co-expression networks were also constructed to understand the internal regulating relationships of these mRNAs and ncRNAs. Our study provides a systematic perspective on the potential functions of these DE mRNAs and ncRNAs during PF process and could help pave the way for effective therapeutics for this devastating and complex disease.

## Introduction

Pulmonary fibrosis is a kind of lung disease that is a progressive and life-threatening pathologic process resulting in organ failure. This fibroproliferative disease resulted from a various group of lung disorders with similar clinical, pathophysiologic, and radiographic characteristics and are known as interstitial lung disease (Pardo and Selman, 2002). Pulmonary fibrosis developed after many factors, not only injuries but also viral infections, exposure to radiotherapy, chemotherapeutic drugs, and aerosolized environmental toxins (Denham and Hauer-Jensen, 2002; Kelly et al., 2002; Fubini and Hubbard, 2003; Chen and Stubbe, 2005). During the pulmonary fibrosis process, there are various physiological processes involved including severe scarring of the respiratory membrane, abnormal tissue repair, damage of lung tissue, fibroproliferation, and deposition of extracellular matrix. Fibrotic tissue replaced normal lung parenchyma and finally caused loss of pulmonary function (Crystal et al., 2002). It has been reported that plenty of pathways were involved in the pathogenesis of pulmonary fibrosis, such as inflammation, proteolytic/antiproteolytic imbalance, coagulation, angiogenesis, and apoptosis (Antoniou et al., 2007). The wound-healing response of pulmonary fibrotic conditions can be classified into three distinct phases: injury, inflammation, and repair (Wilson and Wynn, 2009). In addition, many key genes, such as transforming growth factor beta (TGF-β), interleukin (IL) gene family members, vascular endothelial growth factor (VEGF), platelet-derived growth factor (PDGF), are involved in the wound-healing response of pulmonary fibrotic condition (Minshall et al., 1997; Elovic et al., 1998; Ando et al., 2010).

In organisms, RNAs are described as an intricate interplay among diverse RNA, including protein-coding messenger RNAs (mRNAs) and non-coding RNAs (ncRNAs), microRNA (miRNAs), pseudogenes, and circular RNAs (circRNAs). These RNA transcripts act as competing endogenous RNAs (ceRNAs) and are important post-transcriptional regulators of gene expression (Salmena et al., 2011). As a kind of non-coding RNA, miRNA serves as a critical regulator in gene expression and is involved in a variety of crucial developmental, physiological, and disease processes such as pulmonary fibrosis (Ambros, 2001; He and Hannon, 2004). For instance, miR-326 is reported to inhibit TGF-β expression and attenuate the fibrotic response. In addition, more profibrotic genes such as smad3, est1, and MMP-9 could also be down-regulated by miR-326 (Das et al., 2014). MiR-21 regulates the activation of lung fibroblasts, while miR-155 targets keratinocyte growth factor to regulate the process (Pottier et al., 2009; Liu et al., 2010). Besides, miR-126 is involved in cystic fibrosis by regulating the expression profiles of TOM1 (Oglesby et al., 2010).

Long ncRNAs (lncRNAs) could also participate into the regulatory process of pulmonary fibrosis. For instance, up-regulated lncRNA-CHER could derepress the inhibition of miR-489 on MyD88 and Smad3 and then activates inflammation and fibrotic signaling pathway (Wu et al., 2016). LncRNA-MALAT1 serves as a target of miR-503 and triggers the downstream fibrotic signaling pathway, such as PI3K/AKT/mTOR pathways in silica-induced pulmonary fibrosis (Yan et al., 2017). According to the previous studies, lncRNA H_19_ promotes lung fibrosis through lncRNA H_19_-miR-197a and lncRNA H_19_-miR-29b interactions (Tang et al., 2016; Lu et al., 2018). As another kind of ceRNA, circRNAs also participated in the regulatory processes of pulmonary fibrosis. circHIPK2 promotes the activation of astrocyte and fibroblast through up-regulation of the expression of sigmar1 (Cao et al., 2017; Huang et al., 2017). Besides, circHECTD1 has been proved to promote the silica-induced pulmonary fibrosis via HECTD1 (Fang et al., 2018). In addition, silica-induced initiation of circZC3H4 RNA/ZC3H4 pathway promotes the pulmonary macrophage activation (Yang et al., 2018). With the development of sequencing technology, whole transcriptome sequencing analyses had been widely applied to investigate the interactions between miRNAs–lncRNAs–circRNAs–mRNAs in various physiological processes, such as bronchopulmonary dysplasia, osteoclastogenesis, and bladder cancer (Dou et al., 2016; Li et al., 2018; Wang et al., 2019).

In this study, expression profiles of mRNAs, lncRNAs, miRNAs, and circRNAs were obtained through whole transcriptome sequencing analyses. Then, a comparison between bleomycin-induced pulmonary fibrosis model lung samples and controls was applied to screen the differentially expressed (DE) mRNAs and ncRNAs, which were the potential key regulators in the pulmonary fibrosis process. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed to simplify the filtration process and investigate the involved biological process (BP) and KEGG signal pathway. Finally, a set of potential mRNAs and ncRNAs involved in the fibrotic process were selected; lncRNA–miRNA–mRNA and circRNA–miRNA–mRNA co-expression networks were constructed to exhibit the potential ceRNA regulatory relationships in co-expression network. The findings facilitate our understanding of regulatory mechanisms, supply fundamental support for further research in pulmonary fibrosis, and lead to new theories for the pathogenesis and treatment of pulmonary fibrosis.

## Materials and Methods

### Ethics Approval and Consent to Participate

All the experiments were conducted according to the Guidelines for the Institutional Animal Care and Use Committee of Affiliated Hospital of Shandong University of Traditional Chinese Medicine.

### Bleomycin-Induced Pulmonary Fibrosis Model

Twenty specific path-free Sprague–Dawley (SD) rats of 7 weeks old were raised in the laboratory. Then they were randomly divided into two groups, the pulmonary fibrosis model group and the control group. The model ones were administered with 7 mg/kg of bleomycin (Sigma, United States) through a single intratracheal instillation under anesthesia, while the control rats were administered with equal volume of saline (Szapiel et al., 1979). After 28 days of treatment, rats were killed, and lung specimens were collected for further analyses. Specimens were immediately frozen in liquid nitrogen and stored at −80°C for RNA extraction. All the experiment procedures were conducted in accordance with institutional animal and use committee of the Shandong University of Traditional Chinese Medicine.

### Masson Staining

Lung specimens were fixed with 4% paraformaldehyde overnight. After dehydrating in a series of ethanol and clearing in xylene, lung tissues were embedded in paraffin and cut into 4-μm sections. The sections were stained with Masson bluing solution and were examined under microscope to detect the severity of fibrosis.

### RNA Isolation and cDNA Library Construction and Illumina Sequencing

Total RNA was extracted from each sample with TRIzol reagent according to the manufacturer’s protocol (Invitrogen, Carlsbad, CA, United States). The quality and purity of total RNA were examined by 1.5% agarose gel electrophoresis, NanoPhotometer Pearl (Implen GmbH, Munich, Germany), and Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). Approximately 1 μg of total RNA was applied to prepare small RNA library with TruSeq Small RNA Sample Prep Kits (Illumina, San Diego, United States) in accordance with the protocol. Then six libraries (three PF model rat and three control ones) were sequenced by Illumina Hiseq 2500, and 50 bp single-end reads were generated at LC-Bio (Hangzhou, China).

Another six cDNA libraries (three PF model rat and three control ones) were constructed to detect the expression profiles of mRNAs, lncRNAs, and circRNAs. Approximately 10 μg total RNA was used to deplete ribosomal RNA (rRNA) with Epicenter Ribo-Zero Gold Kit (Illumina, San Diego, United States). Following purification, the remaining RNAs were fragmented into small pieces using divalent cations under elevated temperature. The final cDNA libraries were reverse-transcribed from the cleaved RNA fragments with the mRNA-seq sample preparation kit (Illumina, San Diego, United States). Then, the libraries were subjected to paired-end sequencing of 150 bp on the Illumina Hiseq 4000 at LC-Bio (Hangzhou, China).

### Discovery of the Messenger RNAs, Long Non-coding RNAs, Circular RNAs, and MicroRNAs

The raw reads contained raw reads, low-quality bases, and undetermined bases were removed by Cutadapt (Martin, 2011). Then the sequence quality of remaining reads was validated by FastQC^1^. Clean reads were mapped to the reference genome of rat, *Rattus norvegicus*, by Bowtie2 and Tophat2 with the default parameters (Langmead and Salzberg, 2012; Kim et al., 2013). Then StringTie was applied to assemble the mapped reads of each sequencing libraries (Pertea et al., 2015), and a comprehensive transcriptome was reconstructed through merging all the samples. StringTie and Ballgown were used to estimate the expression profiles of all the transcripts (Frazee et al., 2015).

Transcripts that overlapped with known mRNAs and shorter than 200 bp were filtered. Coding potentials of these transcripts were predicted by CPC, CNCI, and Pfam (Kong et al., 2007; Punta et al., 2011; Sun et al., 2013). According to the prediction results, the transcript with CPC score < −1 and CNCI score < 0 were discarded. The remaining transcripts with class code (l,j,o,u, and x) were considered as lncRNAs.

According to the pipeline used in the analysis of mRNA discovery, unmapped reads were still mapped to the genome by Tophat-fusion (Kim and Salzberg, 2011). CIRCExplorer was used to *de novo* assemble the mapped reads to circRNAs (Zhang et al., 2014, 2016). Then back splicing reads were identified in unmapped reads through tophat-fusion and CIRECExplorer. Then the expression profiles for circRNAs were calculated by in-house scripts.

Raw reads generated from microRNA sequencing libraries were subjected to ACGT101-miR (LC Sciences, Huston, TX, United States) to filter out adapter dimers, junk, low complexity, repeats, rRNA, transfer RNA (tRNA), small nuclear RNA (snRNA), and small nucleolar RNA (snoRNA). Unique sequences varying from 18 to 26 nucleotides were mapped to rat precursors in miRbase 21.0 by BLAST in order to identify known miRNAs and novel 3p- and 5p-derived miRNAs. The unique sequence mapping to the rat mature miRNAs in hairpin arms was considered to be known miRNAs. The unique sequence mapping to the other arm of known rat precursor hairpin opposite to the annotated mature miRNA containing arm was identified as miRNAs. The remaining sequences were mapped to other selected species precursors; then they were further mapped to rat genome to determine the genomic locations. They were also defined as known miRNAs. The unmapped sequences were applied to predict novel miRNAs through RNAfold^2^.

### Differential Expression Analysis

Expression profiles of mRNAs and lncRNAs were calculated by StringTie and R package Ballgown through FPKM (Frazee et al., 2015; Pertea et al., 2015). mRNAs and lncRNAs with *p* ≤ 0.05 and |log2foldchange| ≥ 1 were identified as differentially expressed. DESeq v1.16.0 was used for differential expression analysis between PF model and control replicates by a model based on the negative binomial distribution. CircRNAs with *p* ≤ 0.05 were regarded as DE ones. MiRNAs with *p* ≤ 0.05 and |log2foldchange| ≥ 1 were identified as DE miRNAs. Multiple testing correction has been performed during statistical analysis, and FDR and *q-*value were used to adjust the results of DE RNAs.

### The Prediction of Target Genes of Long Non-coding RNAs and MicroRNAs

LncRNAs may play a cis role on neighboring target genes. In this study, coding genes distributed in the 100,000 bp upstream and downstream regions were filtrated out and considered as target genes of lncRNAs. Targets of miRNAs were predicted to construct the lncRNA/circRNA–miRNA–mRNA networks. miRanda 3.3a and TargetScan were applied to identify miRNA binding sites in lncRNAs, circRNAs, and mRNAs (John et al., 2004; Lewis et al., 2005). Then, the predicted results through these two algorithms were combined, and the intersection was calculated.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Pathway Analysis

In order to filter the potential mRNAs and ncRNAs playing important roles in rat PF, GO and KEGG enrichment analyses were carried out. The terms with *p* ≤ 0.05 were indicated to be significantly enriched GO and KEGG terms.

### qRT-PCR Validation

According to the DE RNAs, ceRNAs were selected to validate the expression profiles in control group and model group by qRT-PCR. The RNA used for Illumina sequencing was also used here for the validation. Roche LightCycler 480 (Roche, Forrentrasse, Switzerland) was applied to perform qRT-PCR with SYBR Premix Ex Taq II (TaKaRa, Dalian, China). DAPDH and U6 were used as the reference genes to normalize the relative expression. Primers used in the research are shown in Supplementary Table S1. Gene relative expression level was analyzed by 2^–Δ^ ^Δ^ ^Ct^ method. Statistical analysis was performed by SPSS 20.0. Differences with *p* ≤ 0.05 were considered significant.

## Results

### Validation of Pulmonary Fibrosis Animal Model

Masson staining was applied to identify whether the pulmonary fibrosis rat model was successfully established. As is shown in Figure 1, the alveolar structures in control lung specimens were complete and continuous without obvious abnormality. Besides, the alveolar septum was thinner and contained little collagen fibers. On the contrary, a large number of lung fibrous nodules (blue area) that exist in the lung interstitium were observed in model group. All the features mentioned above indicated that pulmonary fibrosis rat model had been successfully established.

**FIGURE 1:**
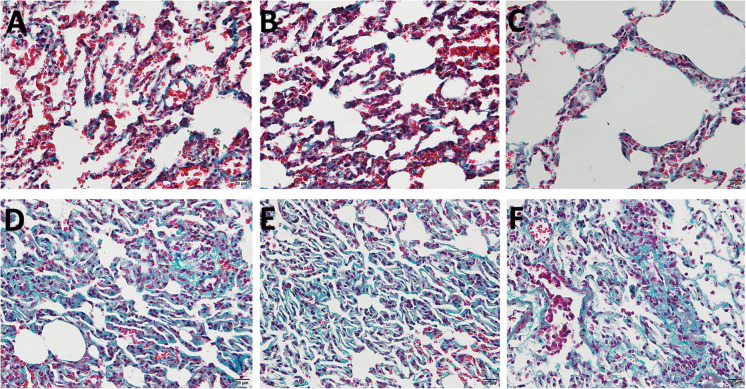
The Masson sections of Sprague–Dawley (SD) rat pulmonary. **(A–C)** The control group treated with saline. **(D–F)** The model group treated with bleomycin. Blue area represents fibrous nodules.

### Expression Profiles of Long Non-coding RNAs and Messenger RNAs in PF Models

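Lung RNA of 3 control rats, given saline, and 3 PF model rats, given bleomycin at 7 mg/kg, was taken on day 28. One library per rat was made from RNA depleted of rRNA and sequenced as paired reads of 150 bases. The paper's Table 1 gives between 87434102 and 96788582 clean reads per control library (median 92707318) and between 88734774 and 95584308 per model library (median 88936996). The authors mapped the reads, assembled transcripts in each library with StringTie, merged the assemblies and deposited the FPKM and the mean per-base coverage of 70376 transcripts in each sample. The ratio of coverage to FPKM corresponds to a total of between 42610900 and 48854100 per control library (median 46374400) and between 43991400 and 48480100 per model library (median 45991300), by which the FPKM are scaled. In 4 of the 6 libraries this total exceeds the number of clean read pairs, so it is not a count of mapped fragments. Of the transcripts, 28875 carry an Ensembl identifier and 41501 carry only the identifier of the assembly. The table does not mark which of the assembled transcripts passed the coding potential filters, so all of them were tested as possible lncRNAs. The FPKM of a gene was computed as the sum over its transcripts weighted by their lengths. This combination lay closest to the gene FPKM of Supplementary Table S2, with 85.2% of 3775 values within 1% (83.9% with a plain sum). Most of these genes have a single transcript, for which the combination makes no difference. Among genes with 2 or more transcripts, 21.8% of 473 values were within 1% (12.1% with a plain sum), so the level of the paper's gene FPKM was not recovered for most of these. The ratio to the paper's value had a median coefficient of variation over the 6 samples of 9.9e-05% (3.95% with a plain sum). This covers the 67 genes above 0 in every sample. In the median gene the difference was thus a factor common to the samples. Model and control samples were compared with limma, with a trend in the variance, on log2(FPKM + 1). The comparison covered genes and transcripts with FPKM above 0 in at least 3 of the 6 samples. A call required an unadjusted p of at most 0.05 and an absolute log2 ratio of the group mean FPKM of at least 1. The paper's methods give the same values for p and fold change and state that FDR and q-values were used to adjust the results, and the q-values in Supplementary Tables S4 and S5 are all 1. Adjusted p values were computed from the same fit by the Benjamini-Hochberg method. In each sample the 10 most abundant transcripts held between 21.4% and 32.3% of the summed FPKM, and transcripts named after small RNA families held between 40.01% and 50.2%.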

A total of six cDNA libraries and six miRNA libraries were sequenced on the Illumina platform, encompassing about 35 Gb of sequence. The data have been uploaded to National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) site, with accession numbers of GSE153296. Valid ratio of each library is shown in Tables 1, 2. As a result of this analysis, 43,627 genes and 19,844 lncRNAs were identified in all samples (Supplementary Tables S2, S3). 

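The deposited table held 43626 gene identifiers, of which 22201 had at least 1 annotated transcript. Of these genes, 19678 passed the FPKM filter and were tested as mRNAs. By their class codes, which describe the position of an assembled transcript relative to the annotation, 16851 assembled transcripts shared a splice junction with an annotated transcript (class j), 10494 were intergenic (class u) and 9916 lay in introns (class i). Another 1653 overlapped an annotated exon on the same strand (class o) and 994 on the opposite strand (class x). In these 5 classes, 39865 transcripts were longer than 200 bases. The class that the methods print as l was read as i, since the letter l does not occur in the table. In total, 39794 assembled transcripts passed the FPKM filter. The part of Supplementary Table S3 that could be read lists 1999 lncRNAs, and all 1999 were found among the assembled transcripts.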

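Of the 19678 mRNAs tested, 335 passed both thresholds, of which 150 were higher and 185 lower in the PF model samples. Of the 39794 assembled transcripts tested, 1184 passed, of which 441 were higher and 743 lower. An unadjusted p of at most 0.05 was reached by 879 mRNAs (4.47%) and 1872 assembled transcripts (4.70%), where 5% are reached by chance. After adjustment, 1 mRNA and 11 assembled transcripts had an adjusted p below 0.05, and 6 of the 11 were higher in the model. The mRNA was LOC100911572, on chromosome 9 from 90857308 to 90874704. Its FPKM was 11.0 ± 1.16 (SD, n = 3) in control and 0.00669 ± 0.0116 (SD, n = 3) in model samples, a log2 fold change of -3.57 (standard error 0.11, adjusted p = 0.000332, limma). All control samples were apart from all model samples for 2003 mRNAs (10.2%) and 4268 assembled transcripts (10.7%), where chance gives 10%. A filter at a mean FPKM of at least 1 moved the count of mRNAs most, to 54. An F test of linear models with a library size covariate moved the count of assembled transcripts most, to 460. With FPKM rescaled to TPM, the calls were 208 mRNAs higher and 168 lower, and 542 assembled transcripts higher and 594 lower. From the thresholds on p and fold change, the paper states that these sets of lncRNAs and mRNAs were differentially expressed between the PF model and control samples.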

Among these, 286 lncRNAs (including 87 up-regulated and 199 down-regulated) and 192 mRNAs (including 86 up-regulated and 106 down-regulated) were differentially expressed between PF model samples and control samples with *p* < 0.05 and | log2foldchange| ≥ 1 (Figure 2). Clear differences of lncRNAs and mRNAs between PF model samples and control ones are shown in the volcano plot (Figures 2A,B). In addition to this, a heatmap of hierarchical clustering of DE genes or lncRNAs was generated to visualize the overall pattern of gene expression (Figures 2C,D). 

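The smallest p values among assembled transcripts with a mean FPKM of at least 1 belonged to transcripts present in one group only or nearly so. MSTRG.32789.3, an isoform of Ywhaz on chromosome 7, had an FPKM of 0 in every control sample and 11.4 ± 0.658 (SD, n = 3) in the model (log2 fold change 3.64, standard error 0.11, adjusted p = 0.00132). MSTRG.28247.1, an intergenic transcript on chromosome 5, had an FPKM of 0 in every control sample and 10.4 ± 0.119 in the model (log2 fold change 3.51, standard error 0.11, adjusted p = 0.00132). MSTRG.33447.1, an isoform of Sun2, rose from 0.0435 ± 0.0722 to 7.51 ± 0.694 FPKM (adjusted p = 0.00581). The FPKM summed over all isoforms changed by -0.32 on the log2 scale at the Ywhaz locus and by 0.19 at the Sun2 locus (0.10 and 0.17 with each isoform weighted by its length). In the other direction, MSTRG.22583.1, antisense to Lmx1b, fell from 82.5 ± 17.6 to 0.42 ± 0.396 FPKM (adjusted p = 0.00581). MSTRG.199.2, a transcript of a locus with 30 isoforms, was at 424.2 ± 284.8 FPKM in control samples and MSTRG.30024.9 at 3.38 ± 0.516, and both were at 0 in every model sample (adjusted p = 0.0124 and adjusted p = 0.0424). Among mRNAs, Rpl10l rose from 0.79 ± 0.401 to 3.34 ± 0.793 FPKM and AABR07070580.1 from 0.81 ± 0.315 to 2.34 ± 0.486. Ddx6 rose from 15.1 ± 2.13 to 23.2 ± 2.10 FPKM, a log2 ratio of 0.63. Rtn4 fell from 11.5 ± 0.691 to 8.38 ± 0.103 FPKM and LOC100360781 from 11.6 ± 0.62 to 6.75 ± 0.584. The adjusted p was 0.718 for LOC100360781 and 0.945 for the other 4 genes.

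**Figure D1:**
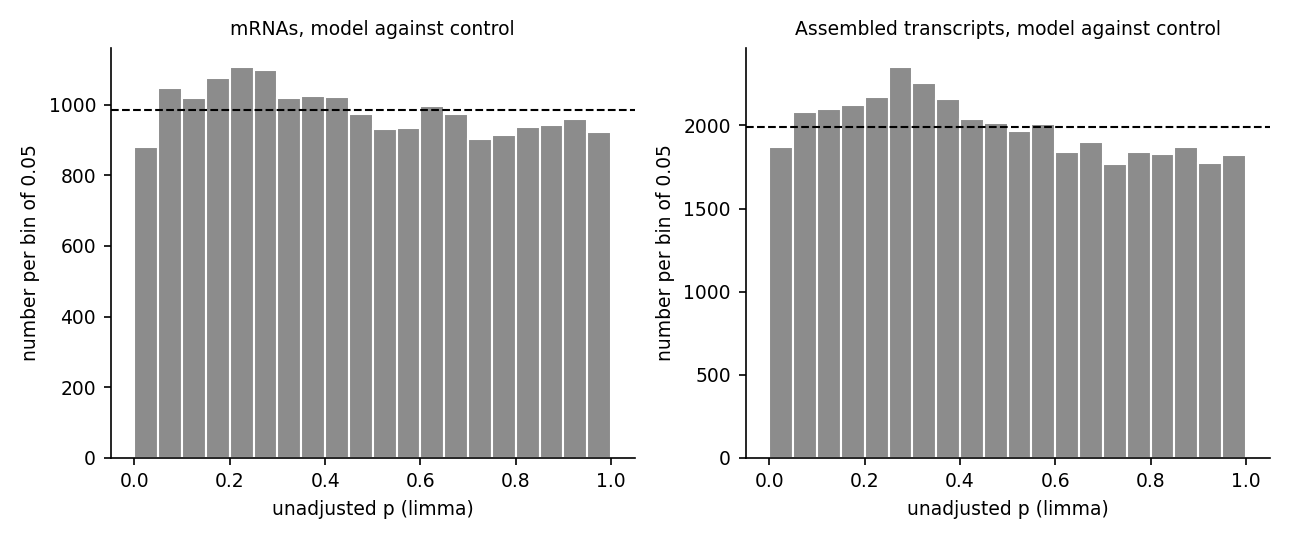
Number of mRNAs (left) and assembled transcripts (right) in each interval of 0.05 of the unadjusted p from limma, model against control samples (3 rats each). The dashed line is the height of an even distribution, and the lowest interval holds 879 mRNAs and 1872 assembled transcripts.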

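Every gene of Supplementary Table S4 (192) and every transcript of Supplementary Table S5 (286) was found in the deposited FPKM, with the same direction of change. Of these, limma called 155 mRNAs and 274 lncRNAs. The median FPKM over the 6 samples was 0.165 for the listed mRNAs and 2.69 for all mRNAs tested, and 88.0% of the listed mRNAs were below an FPKM of 1, as were 32.4% of all those tested. Estimated from coverage, a listed mRNA had a median of 5.24 reads per sample, where the median over all tested mRNAs was 252.3 reads. Among the 192 genes, 36 are named after RNA families of the Rfam database and 3 after miRNAs. The listed lncRNAs had a median of 22.6 reads per sample, where the median over all tested assembled transcripts was 183.3 reads. Across all mRNAs tested, Pearson's r of log2(FPKM + 1) between samples, computed across genes, which are not independent replicates, averaged 0.978 over the 6 pairs of samples from the same group and 0.978 over the 9 pairs from different groups.

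**Figure D2:**
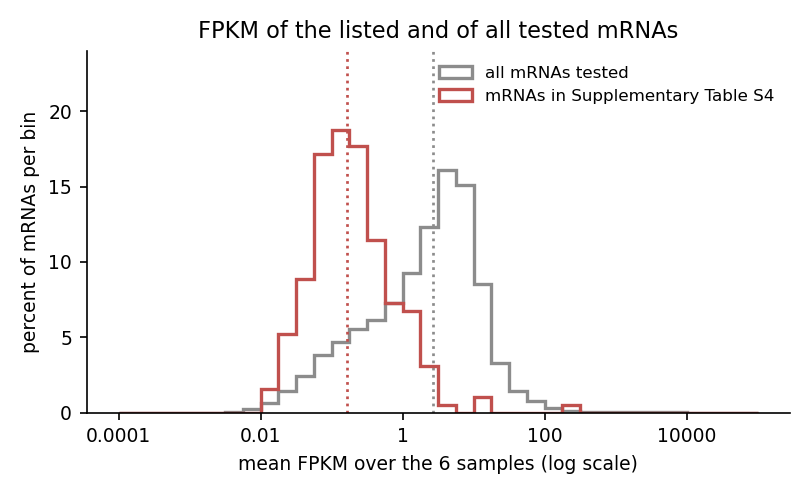
Percent of mRNAs in each interval of the mean FPKM over the 6 samples (log scale), for the 192 mRNAs of Supplementary Table S4 and for all 19678 mRNAs tested. Dotted lines mark the medians, 0.165 and 2.69.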

All the DE mRNAs and lncRNAs are shown in Supplementary Tables S4, S5.

**TABLE 1:** Summary statistics of sequencing data.

Sample	Raw reads	Clean reads	Q20	Q30	GC
Control_1	101469372	92707318	99.88	97.23	48.50
Control_2	99057016	87434102	99.78	96.82	49.50
Control_3	102536772	96788582	99.93	97.64	47.50
Model_1	104833184	95584308	99.88	97.33	48.50
Model_2	98225620	88734774	99.85	97.25	49.00
Model_3	96740918	88936996	99.87	97.23	49.50

**TABLE 2:** Summary statistics of miRNA sequencing data.

Sample	Raw reads	Clean reads	Unique reads	Q30
Control_1_miRNA	15291456	10903843	761264	96.23
Control_2_miRNA	13801948	10022818	845695	95.92
Control_3_miRNA	11956735	8370568	893128	96.63
Model_1_miRNA	14355647	12017240	993372	96.71
Model_2_miRNA	12423822	10081951	889774	96.85
Model_3_miRNA	16478132	14025974	1033740	95.33

**FIGURE 2:**
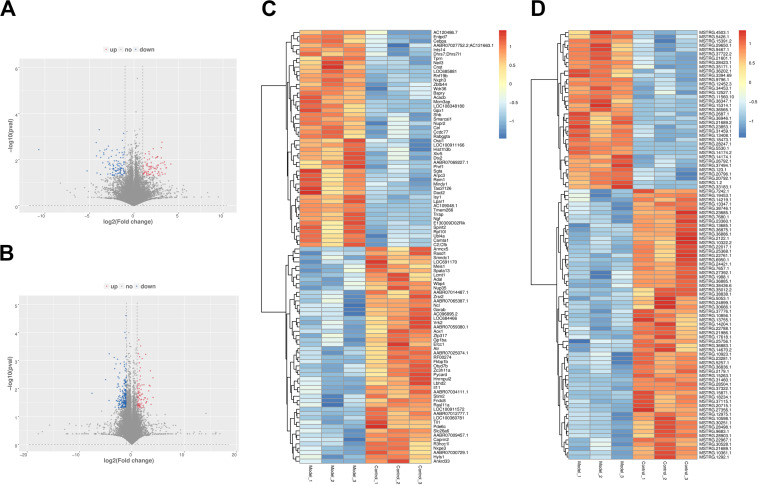
The expression profiles of long non-coding RNAs (lncRNAs) and messenger RNAs (mRNAs) in PF models. **(A)** Volcano plot of differentially expressed (DE) mRNAs between control group and model group. **(B)** Volcano plot of DE lncRNAs between control group and model group. Red dots represent the mRNAs or lncRNAs up-regulated in PF model samples, blue dots the down-regulated mRNAs or lncRNAs, and the gray dots the ones that showed no differences. **(C)** Heatmap of DE mRNAs between control group and model group. **(D)** Heatmap of DE lncRNAs between control group and model group.

### Expression Profiles of Circular RNAs and MicroRNAs in PF Models

After prediction and filtration, 5,216 circRNAs and 798 miRNAs were identified in PF model and control samples. 

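CircRNAs were called from the same 6 libraries as the mRNAs. The authors mapped the unmapped reads again with Tophat-fusion, called back-splice junctions with CIRCexplorer and deposited the count of back-splice reads of each circRNA in each sample, without normalization. They also deposited SRPBM values, which are these counts divided by a total per sample. The deposited counts cover 5216 circRNAs, of which 4783 are exonic and 433 intronic (ciRNA), from 2881 host genes. The median number of back-splice reads per library was 2595 in control and 2458 in model samples. A single back-splice read supported 2938 of the circRNAs (56.3%). No more than 1 sample contained 3985 of them (76.4%), and 83 were found in all 6 samples. Counts were compared with edgeR's quasi-likelihood test after TMM normalization, for the 226 circRNAs with at least 10 reads over the 6 samples. The biological coefficient of variation was 53.9%. The totals that the SRPBM values imply were between 2.73 and 4.199 times the clean reads of the same library, so SRPBM were used only as an alternative to the counts.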

According to the comparison between model and control specimens, 605 circRNAs with | log2foldchange| ≥ 1 (including 287 up-regulated and 318 down-regulated) and 32 miRNAs with *p* < 0.05 and | log2foldchange| ≥ 1 (including 18 up-regulated and 14 down-regulated) were differentially expressed (Supplementary Tables S6, S7). 

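Among the 226 circRNAs tested, 61 had an absolute log2 fold change of at least 1, of which 29 were higher and 32 lower in the model samples. An unadjusted p of at most 0.05 was reached by 13 circRNAs (5.75%), 3 of them higher in the model, and 1 had an adjusted p below 0.05. The paper's methods regard circRNAs with a p of at most 0.05 as differentially expressed, while its results count them by fold change, so both counts are given. The count by fold change moved most without a filter on the reads, to 4520 circRNAs. The part of Supplementary Table S10 that could be read names 521 circRNAs. Of these, 464 (89.1%) had fewer than 10 back-splice reads over the 6 samples, their median was 4 reads, and 259 had no read in one of the groups. The median over all 1231 circRNAs found in at least 2 samples was also 4 reads. Of the 521, 57 had enough reads to be tested, and 10 of these had a p of at most 0.05 before adjustment.

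**Figure D3:**
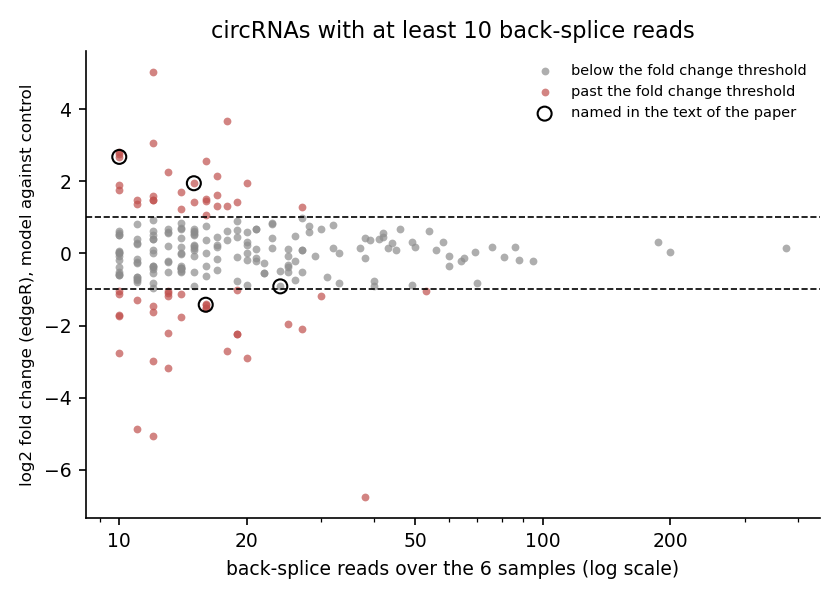
Log2 fold change of each of the 226 circRNAs tested (edgeR, model against control) against its back-splice reads summed over the 6 samples (log scale). Dashed lines mark log2 fold changes of -1 and 1, and open circles mark the 4 tested circRNAs that the text of the paper names, which have between 10 and 24 reads.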

In the volcano plot, the red plot represents the circRNAs or miRNAs up-regulated in PF model lungs, while the blue dots represent the down-regulated circRNAs or miRNAs (Figures 3A,B). 

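The circRNA with the smallest p was circRNA917, from Arl15 on chromosome 2. It had 20, 18 and 0 back-splice reads in the control samples and 0 in every model sample (log2 fold change -6.75, adjusted p = 0.000651 from edgeR). With each sample left out in turn, its adjusted p lay between 0.000469 and 0.703, and the exact permutation test of its normalized reads gave p = 0.4 (two-sided). Among circRNAs with a mean of at least 5 reads, the next smallest p values for a decrease belonged to circRNA126 from Spidr (11.7 ± 5.36 and 5.67 ± 0.465 normalized reads, SD, n = 3) and circRNA920 from Lifr (14.6 ± 4.17 and 8.15 ± 3.04). The smallest for an increase belonged to circRNA472 from Slc16a10 (7.27 ± 3.44 and 11.1 ± 0.697), circRNA1852 from Ssbp2 (6.14 ± 5.75 and 9.87 ± 5.02) and circRNA1615 from Rbms2 (3.86 ± 3.56 and 6.87 ± 4.04). The adjusted p of these 5 circRNAs lay between 0.966 and 0.990.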

A heatmap was constructed to obtain a hierarchical clustering of DE circRNAs and miRNAs. Different colors represent the different expression levels of the circRNAs and miRNAs (Figures 3C,D).

**FIGURE 3:**
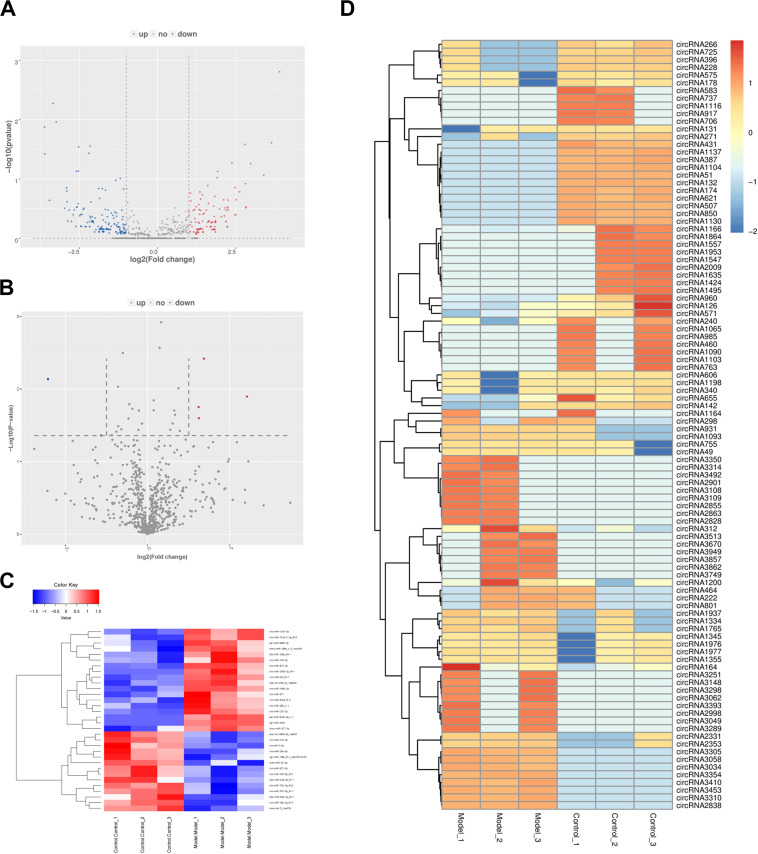
The expression profiles of circular RNAs (circRNAs) and microRNAs (miRNAs) in PF models. **(A)** Volcano plot of differentially expressed (DE) circRNAs between control group and model group. **(B)** Volcano plot of DE miRNAs between control group and model group. Red dots represent the circRNAs or miRNAs up-regulated in PF model samples, blue dots down-regulated circRNAs or miRNAs, and the gray dots the ones that showed no differences. **(C)** Heatmap of DE miRNAs between control group and model group. **(D)** Heatmap of DE circRNAs between control group and model group.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Enrichment Analysis of Messenger RNA, Long Non-coding RNA, Circular RNA, and MicroRNA

GO and KEGG pathway analyses were performed to filter the key regulators and pathways playing vital roles in the process of pulmonary fibrosis with DE mRNAs (DE mRNAs), *cis*/*trans*-regulated target genes of DE lncRNAs, hosting genes of DE circRNAs, and target genes of DE miRNAs. All genes were classified into three categories, including BP, cellular components (CCs), and molecular functions (MFs). Key regulators were obtained by terms in the BP category. The top 15 enriched GO terms and KEGG signal pathways were listed in scatter plots, which may be associated with mechanisms of pulmonary fibrosis. In the scatter plots, the size of the dots represents the gene numbers enriched in the GO terms. Besides, the *p* value of every enriched term was represented by different colors (Supplementary Figure S1).

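The GO terms of the called mRNAs were tested with a one-sided Fisher exact test against the 14956 tested mRNAs that carry a GO annotation, of which 123 were called. Of the GO terms that the text names, the smallest p was that of regulation of signaling receptor activity, with 12 called mRNAs out of 245 (Fisher p = 8.23e-07, adjusted p = 8.23e-06 over the 10 GO terms and KEGG pathways that the text names for mRNAs). Among the 12 were Il1a, Il11, Trh, Ucn and Hmgb4. Positive regulation of IL-1 secretion held 2 called mRNAs out of 12, Hmgb4 and AABR07025074.1 (Fisher p = 0.0042, adjusted p = 0.021). Lymphocyte homeostasis held 1 out of 7, Tnfrsf17 (Fisher p = 0.0562). With the calls of Supplementary Table S4 in place of the limma calls, an alternative chosen after the data were seen, 9 of the 10 terms had a p of at most 0.05, where 4 did with the limma calls.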

In the GO enrichment results of DE mRNA GO (Supplementary Figure S1A), it showed that many potential pulmonary fibrosis-related terms were significantly enriched such as “lymphocyte homeostasis,” “positive regulation of IL-1 secretion,” “regulation of signaling receptor activity,” and “regulation of neuron differentiation” (Supplementary Table S8). It indicated that the immune system, neuron system, and various signaling transduction pathways had played important roles in the process of pulmonary fibrosis. 

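Over all 16148 GO terms tested, 240 had a Fisher p of at most 0.05 and 2 had an adjusted p below 0.05, the smallest being 0.00317. Supplementary Table S8 lists 14 genes under the terms and pathways named in the text, 7 higher and 7 lower in the model. All control samples were apart from all model samples for each of them, where 10% of genes are apart by chance and the listed genes had been chosen by their p. Limma called 10 of the 14, with adjusted p values between 0.945 and 0.972. Their median FPKM was 0.101, 13 had a mean FPKM below 1, and 12 had a mean below 20 estimated reads per sample.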

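Of the tested mRNAs, 5711 carry a KEGG annotation and 34 of these were called. Cytokine-cytokine receptor interaction held 5 called mRNAs out of 210, namely Il11, Il1a, Tnfrsf17, Tnfrsf9 and Xcl1 (one-sided Fisher exact p = 0.00747, adjusted p = 0.0249 over the named terms). Inflammatory mediator regulation of TRP channels held 2 out of 94, among them Trpa1 (Fisher p = 0.107). Over all 320 pathways, 7 had a p of at most 0.05 and 0 had an adjusted p below 0.05. Trpa1 had an FPKM of 0.188 ± 0.107 (SD, n = 3) in control and 0.41 ± 0.0415 in model samples. Tnfrsf9 had 0.408 ± 0.104 and 0.102 ± 0.128 FPKM.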

Besides, many pulmonary fibrosis-related pathways were also enriched through KEGG analysis, such as “Cytokine-cytokine receptor interaction,” “inflammatory mediator regulation of TRP channel,” and “apoptosis” (Figure 4A and Supplementary Table S8).

**FIGURE 4:**
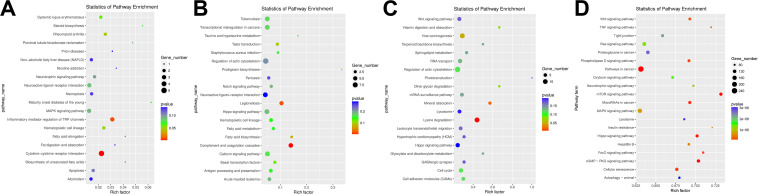
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis enrichment of differentially expressed (DE) competing endogenous RNAs (ceRNAs). **(A)** KEGG pathway analysis enrichment of DE mRNAs. **(B)** KEGG pathway analysis enrichment of DE long non-coding RNAs (lncRNAs). **(C)** KEGG pathway analysis enrichment of DE circRNAs. **(D)** KEGG pathway analysis enrichment of DE miRNAs.

According to the GO enrichment results of DE lncRNAs (Supplementary Figure S1B), we can find that many potential GO terms were associated with the pulmonary process, such as “cardiac muscle cell apoptotic process,” “neuronal action potential,” and “actin filament reorganization” (Supplementary Table S9). In addition, “Notch signaling pathway” and “regulation of actin cytoskeleton” KEGG pathway indicated that DE may regulate the pulmonary process in the aspect of apoptosis, nervous system, and cytoskeleton system (Figure 4B and Supplementary Table S9).

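Target genes were taken as the annotated genes within 100 kb of a called assembled transcript. This gave 3206 target genes among 14926 genes with a GO annotation near any tested transcript, and each term was tested with a one-sided Fisher exact test. Overlapping genes were included, so a gene with a called assembled isoform counts as a target. The target set is therefore wider than one of lncRNAs, and the paper's lncRNAs gave 576 target genes. Cardiac muscle cell apoptotic process held 3 target genes out of 7, Bnip3, Hsp90aa1 and LOC103692716 (Fisher p = 0.174). Neuronal action potential held 6 out of 15 (Fisher p = 0.082) and actin filament reorganization 2 out of 7, Cass4 and Gdpd2 (Fisher p = 0.464). Neighbouring genes share their lncRNAs, so the genes of one cluster are not independent. Of the 16059 GO terms, 422 had a p of at most 0.05 and 0 had an adjusted p below 0.05. With the lncRNAs of Supplementary Table S5 as the calls, chosen after the data were seen, 5 of the 6 terms that the text names for lncRNA targets had a p of at most 0.05, where 1 did with the limma calls.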

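The Notch signaling pathway held 18 of the 1237 target genes with a KEGG annotation and 45 of the 5679 background genes (one-sided Fisher exact p = 0.00427, adjusted p = 0.0256 over the 6 named terms). Among its target genes were Aph1a, Hes1, Maml1 and Dtx2. Regulation of actin cytoskeleton held 48 target genes out of 185 (Fisher p = 0.0977). Of the 323 pathways, 35 had a p of at most 0.05 and 8 had an adjusted p below 0.05, the smallest being 2.52e-06.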

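The host genes of the circRNAs past the fold change threshold were compared by one-sided Fisher exact tests with the host genes of all 226 circRNAs tested, of which 191 carry a GO annotation. Among the 57 called host genes with an annotation, none belonged to negative regulation of the epidermal growth factor receptor signaling pathway, and the background held 0 genes of that term as well. Negative regulation of the ERK cascade had 1 background gene and 0 called. Positive regulation of the TGF-beta receptor signaling pathway held 1 called gene out of 3, Hipk2 (Fisher p = 0.657). With SRPBM and circRNAs found in at least 2 samples, an alternative chosen after the data were seen, 547 of 887 annotated host genes were called. The ERK term then held 7 called genes out of 7 (Fisher p = 0.0334) and the epidermal growth factor receptor term 3 out of 3 (Fisher p = 0.234).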

As shown in Supplementary Figure S1C, many PF-related GO terms were enriched in DE circRNA, such as “negative regulation of epidermal growth factor,” “negative regulation of ERK1 and ERK2 cascade,” and “positive regulation of TGF-β receptor signaling pathway” (Supplementary Table S10). 

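KEGG pathways were annotated for 79 host genes, 20 of them called. Lysine degradation held 3 called genes out of 3, Ash1l, Kmt2e and Nsd1 (one-sided Fisher exact p = 0.0144, adjusted p = 0.115 over the 8 terms that the text names for circRNAs). Regulation of actin cytoskeleton held 1 out of 1, Spata13 (Fisher p = 0.253). The Wnt signaling pathway had 2 host genes in the background and cell adhesion molecules 0, and 0 host genes of either were called. When the 13 circRNAs with an unadjusted p of at most 0.05 were used as the calls, 0 of the 8 terms had a p of at most 0.05.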

Apart from these, various KEGG pathways including “lysine degradation,” “regulation of actin cytoskeleton,” “cell adhesin molecules (CAMs),” and “Wnt signaling pathway” were inferred to be related to the regulation process of PF (Figure 4C and Supplementary Table S10).

In the top 15 GO terms of DE miRNAs, we can find many related terms such as “positive regulation of apoptotic process.” Apart from these, many insignificantly enriched GO terms were also associated with the pulmonary fibrosis process including “angiogenesis” and “Wnt signaling pathway” (Supplementary Figure S1D and Supplementary Table S11). In the KEGG pathway enrichment analysis, “Wnt signaling pathway,” “tumor necrosis factor (TNF) signaling pathway,” “MAPK signaling pathway,” and “neurotrophin signaling pathway” were significantly enriched (Figure 4D and Supplementary Table S11).

### Construction of the Long Non-coding RNA–Messenger RNA Co-expression Network

An lncRNA–mRNA co-expression network was constructed to show a complex interaction between lncRNAs and mRNAs. One lncRNA could regulate more than one gene in different ways, while one gene could also be regulated by multiple lncRNAs. As shown in Figure 5A, the DE lncRNAs and mRNA were used to construct the co-expression network. 

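Lrrk2 lies on chromosome 7 from 132857628 to 133018584. Its FPKM was 12.4 ± 1.199 (SD, n = 3) in control and 11.9 ± 1.85 in model samples, a log2 fold change of -0.06 (standard error 0.13, adjusted p = 0.974, limma). RF00100 is the name of an RNA family, and 203 genes of the table carry it. Of these, 152 were tested, 8 were called by limma and 4 are in Supplementary Table S4. The copy beside Lrrk2 is not in that table, with 0.98 FPKM in control and 1.195 FPKM in model samples. The neighbouring lncRNA locus, that of MSTRG.33698.6, has 13 isoforms that lie between 0.004 and 46.7 kb from Lrrk2. Of these, MSTRG.33698.6 was called, with an FPKM of 0 in control and 0.32 ± 0.0452 in model samples. Relations across the 6 samples were computed on log2(FPKM + 1) for the 11 isoforms whose control and model samples overlapped. The remaining 2 split by group and no pooled value is given for them. Pearson's r with Lrrk2 lay between -0.42 and 0.60 and with the RF00100 copy between -0.32 and 0.73. The smallest exact permutation p over the 22 relations was 0.1 (two-sided, 720 pairings), and 0 had an exact p of at most 0.05. MSTRG.33698.9, MSTRG.33698.11 and MSTRG.33698.12 are among the 11 isoforms although they did not pass the FPKM filter. MSTRG.33698.11 was above 0 in control 1 only, so its relations could not reach an exact p of 0.05. After adjustment over the 22 relations the smallest p was 0.831. The highest r with Lrrk2, 0.60 for MSTRG.33698.7, had a Spearman's rho of 0.37 (exact permutation p = 0.497) and was 0.48 without the 2 samples farthest from the median. The r of 0.73 between the same isoform and RF00100 (Spearman's rho 0.54, exact permutation p = 0.297) was -0.39 without the 2 farthest samples and rested on them.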

The result showed that Lrrk2 and RF00100 had the most interaction relationship with lncRNAs.

**FIGURE 5:**
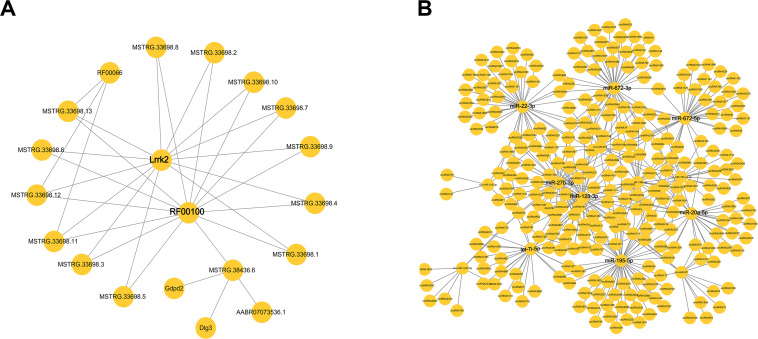
The network of differentially expressed (DE) competing endogenous RNAs (ceRNAs). **(A)** The interaction of microRNAs (mRNAs) and long non-coding RNAs (lncRNAs). **(B)** The interaction of cirRNAs and miRNA.

### Construction of the Circular RNA–MicroRNA Co-expression Network

Another circRNA–miRNA co-expression network was constructed to show a complex interaction between circRNAs and miRNAs. CircRNAs played important roles as a sponge to regulate miRNA, while one miRNA could also target more than one circRNA. As shown in Figure 5B, miR-22-3p, miRNA-672-3p/5p, miR-20a-5p, miR-195-5p, let-7i-5p, miR-27b-3p, and miR-128-3p had the most interaction with circRNAs. There miRNAs might have the function involved in pulmonary process.

### qRT-PCR Validation

A set of ceRNAs of differential expression was validated by qRT-PCR including five mRNAs (tnfrsf17, IL-11, rasd1, IL-1a, and lair1), five miRNAs (miR-676, miR-2424, miR-1247-5p, miR-3590-3p, and miR-9995-3p), and five lncRNA (MSTRG.199, MSTRG.11560, MSTRG.11559, MSTRG.30244, and MSTRG.15160). 

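In the sequencing data, each of the 5 mRNAs chosen for qRT-PCR had all control samples apart from all model samples (exact permutation p = 0.1 for each, two-sided, the smallest p that 3 rats against 3 allow). The FPKM of Tnfrsf17 was 0.154 ± 0.0359 (SD, n = 3) in control and 0.434 ± 0.121 in model samples, that of Il11 0.117 ± 0.00843 and 0.0159 ± 0.0248, and that of Lair1 0.459 ± 0.145 and 0.156 ± 0.119. Rasd1 had 2.49 ± 0.261 FPKM in control and 1.18 ± 0.301 FPKM in model samples, and Il1a had 3.67 ± 0.987 and 1.59 ± 0.283. The adjusted p was 0.945 for each of the 5 (limma). These RNA-seq values come from the libraries themselves, and the qRT-PCR is a separate measurement. By the paper's methods it was run on the sequenced RNA, so it shares any chance difference between these rats.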

Expression profiles of these selected ceRNAs are shown in Figure 6. It displays a similar expression pattern between sequencing data and qRT-PCR data.

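Supplementary Table S5 lists single isoforms for the lncRNA names used in qRT-PCR. MSTRG.199.27 had 111.8 ± 64.1 FPKM (SD, n = 3) in control and 553.5 ± 138.1 FPKM in model samples, and the sum over the 30 isoforms of its locus rose by 0.74 on the log2 scale where the isoform rose by 2.31. MSTRG.11560.10 had 35.8 ± 9.95 and 114.4 ± 6.01 FPKM, a log2 ratio of 1.68 where the sum of 41 isoforms gave 0.64. MSTRG.11559.3 had 31.7 ± 54.9 and 294.1 ± 89.5 FPKM, a log2 ratio of 3.21 where the sum of 68 isoforms gave 0.44. A further isoform of that locus in Supplementary Table S5, MSTRG.11559.44, fell from 261.2 ± 67.7 to 45.97 ± 72.4 FPKM. MSTRG.30244.7 had 1485 ± 245.5 and 446.3 ± 543.8 FPKM. It fell by 1.73 on the log2 scale while the sum of the 8 isoforms of its locus rose by 0.67. MSTRG.15160.1, in an intron of Bmp6, had 2.29 ± 1.02 and 5.05 ± 1.01 FPKM, a log2 ratio of 1.14 where the sum of 3 isoforms gave 0.21. Limma did not call MSTRG.30244.7 (unadjusted p = 0.421) or MSTRG.199.27 (unadjusted p = 0.0501), and called the other isoforms. Their adjusted p lay between 0.610 and 0.931. The isoforms held between 2.35% and 41.0% of the FPKM of their loci. With each isoform weighted by its length, the sums changed by between 0.21 and 0.61 on the log2 scale, with 0.31 for the locus of MSTRG.30244.7 (exact permutation p = 0.2, two-sided). The exact permutation p of the weighted sums was 0.1 for the loci of MSTRG.199.27 and MSTRG.11559.3, 0.3 for that of MSTRG.11560.10 and 0.5 for that of MSTRG.15160.1. The plain sums for MSTRG.199.27 and MSTRG.30244.7 had all model samples above all control samples (exact permutation p = 0.1, two-sided), and the other plain sums overlapped (exact permutation p between 0.3 and 0.5).

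**Figure D4:**
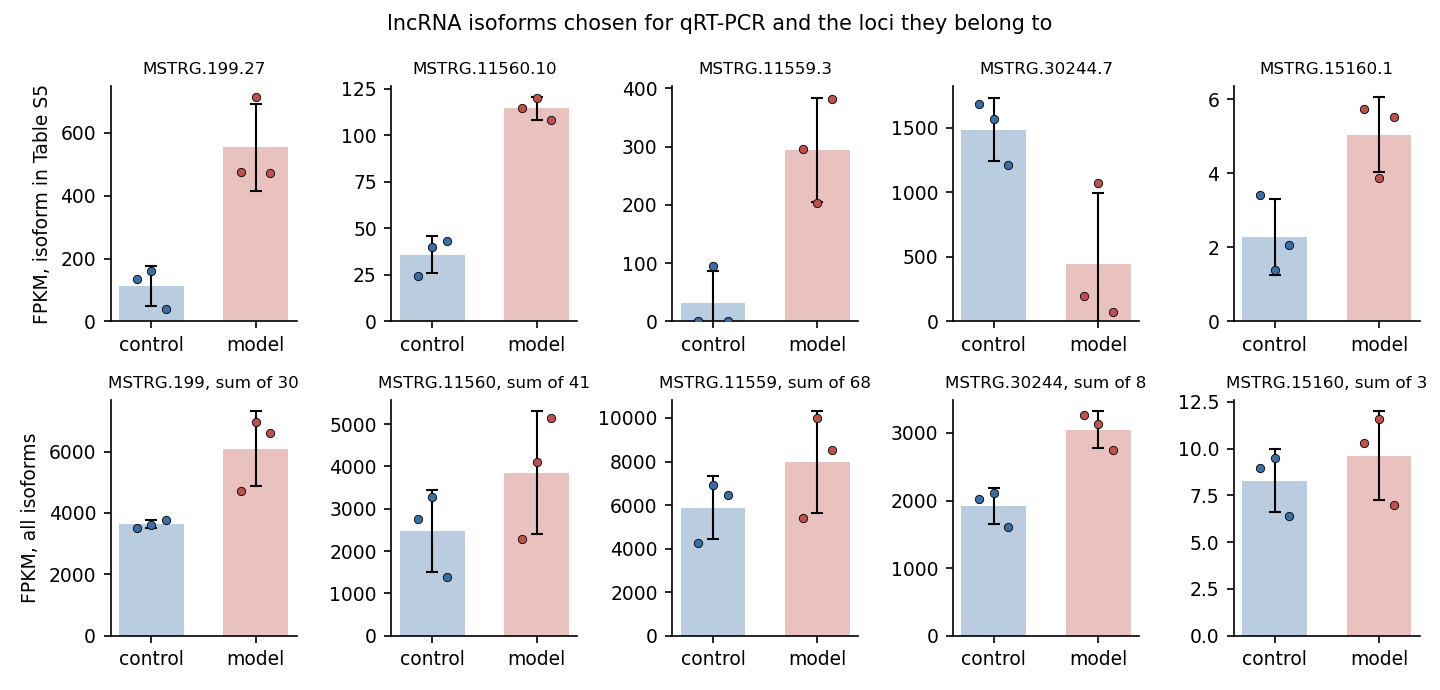
FPKM of the lncRNA isoforms chosen for qRT-PCR (top) and of all isoforms of the same loci summed (bottom) in 3 control and 3 model samples. Bars are means, error bars SD, points samples. MSTRG.30244.7 is lower in the model while the sum of its locus is higher.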

**FIGURE 6:**
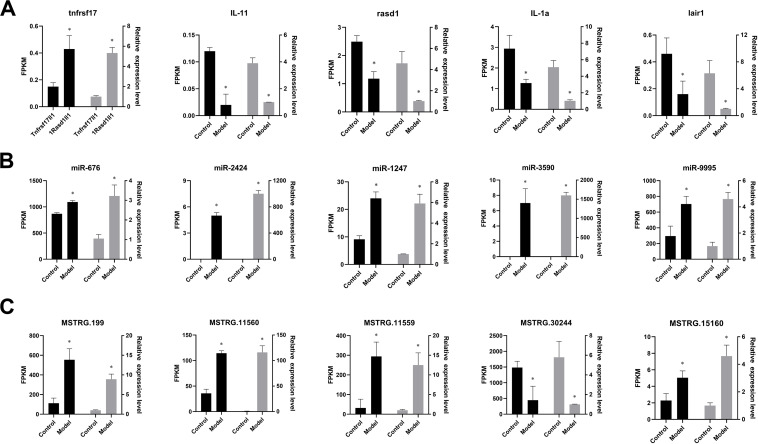
Verification of the expression patterns in both qRT-PCR and RNA-seq. The data are shown as mean ± SD (*n* = 3). Groups with different asterisks are significantly different (*p* < 0.05). **(A)** The expression pattern of mRNA in both qRT-PCR and RNA-seq. **(B)** The expression pattern of miRNA in both qRT-PCR and RNA-seq. **(C)** The expression pattern of lncRNA in both qRT-PCR and RNA-seq.

## Discussion

Pulmonary fibrosis, a chronic fibrosing interstitial lung disease, is of unknown etiology and currently untreatable. It is imperative that detailed and integrated understanding of the cellular and molecular mechanisms of pulmonary fibrosis should be focused on. And these are helpful for the effective therapeutics for the disease. In this study, we applied high-throughput sequencing technology to investigate the potential regulatory mechanisms in the process of pulmonary fibrosis through DE mRNAs and ncRNAs.

It was found that many related genes and terms were enriched, including immune-related terms, nervous system-related terms, and epithelial cell development. In this study, nerve growth factor (NGF) and IL were observed, and it was speculated that they might be related with pulmonary fibrosis. It was reported that NGF plays important roles in the nervous system, endocrine system, and immune system (Levi-Montalcini, 1987; Aloe et al., 1997). In addition, NGF also participates in inflammatory responses and regulates the fibroblast migration (Micera et al., 2001). 

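The gene-level decrease of Il1a (chromosome 3 from 121825412 to 121836086) came from one assembled isoform, of 1794 bases and class j. It had an FPKM of 2.92 ± 0.446 (SD, n = 3) in control and 0.0128 ± 0.0222 in model samples. The annotated Il1a transcripts were summed with each weighted by its length relative to these 1794 bases, so the sum is smaller than that of their FPKM. Together they had 0.758 ± 0.724 weighted FPKM in control and 1.57 ± 0.298 in model samples. This is a log2 ratio of 1.05 in the other direction (exact permutation p = 0.3, two-sided). The term inflammatory response held 4 called mRNAs out of 183, among them Il1a (one-sided Fisher exact p = 0.0643). Connective tissue replacement involved in inflammatory response wound healing held 1 out of 4, Il1a (Fisher p = 0.0325, adjusted p = 0.0812). The term on IL-2 biosynthesis held 1 out of 8, again Il1a (Fisher p = 0.0639). Il11 was not among the called genes of these 3 terms.

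**Figure D5:**
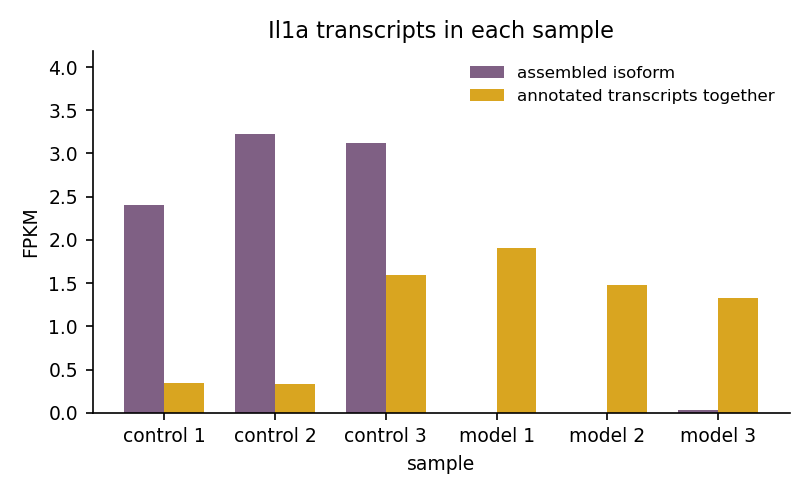
FPKM of the assembled Il1a isoform and of the annotated Il1a transcripts together (a sum weighted by length relative to the assembled isoform) in each of the 3 control and 3 model samples. The isoform is at 2.40 FPKM or more in control samples and near 0 in model samples.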

Besides, IL-1a and IL-11 were also significantly enriched in many immune-related GO terms, such as “inflammatory response,” “connective tissue replacement involved in inflammatory response wound healing,” and “positive regulation of IL-2 biosynthetic process.” IL-11 can be expressed in many kinds of cells, even in lung fibroblasts, alveolar, and airway epithelial cells (Elias et al., 1994a,b). In addition, overexpression of IL-11 can also lead to subepithelial fibrosis and promote the accumulation of myocytes and myofibroblasts (Tang et al., 1998). As a member of IL gene family, IL-1a can be releases from damaged epithelial cells and trigger inflammatory responses in lung fibroblasts (Suwara et al., 2014). Our results were consistent with those of the other studies, indicating that fibrosis and immune response interacted. Interestingly, plenty of pax genes were enriched in GO terms, which were related to nervous system and epithelial cell development. pax8 is reported to play pivotal roles in renal regeneration upon acute injury (Narlis et al., 2007) and survival and proliferation of epithelial cells (Di Palma et al., 2013). pax8 is overexpressed in idiopathic pulmonary fibrosis (IPF) fibroblasts, which suggests that it may be a regulator in promoting the growth, survival, and proliferation of fibroblasts (Sheu et al., 2019). 

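Pax8 lies on chromosome 3 from 1527279 to 1584946 and had an FPKM of 0.171 ± 0.0616 (SD, n = 3) in control and 0.0337 ± 0.0583 in model samples, where 2 of the 3 samples were at 0. Its log2 fold change of FPKM + 1 was -0.18 (standard error 0.07, adjusted p = 0.945, limma). Pax6, which Supplementary Table S8 lists under regulation of neuron differentiation, had 0.00486 ± 0.00841 FPKM in control and 0.0407 ± 0.00976 FPKM in model samples (log2 fold change 0.05, standard error 0.04, adjusted p = 0.945) and was not called by limma.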

All these results are in line with the wound repair phase model: (1) injury, (2) inflammation, and (3) repair. It indicates that NGF, IL-1a, IL-11, and pax8 couple with each other and serve a role in the processes of injury, inflammation, and repair.

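Il1a, Il11 and Pax8 were lower in the model samples. Estimated from coverage, the mean reads per sample in control and model libraries were 9.03 and 1.28 for Il11, 20.01 and 3.77 for Pax8, and 304.6 and 131.9 for Il1a. All control samples were apart from all model samples for each of the 3, so the samples split by group and no correlation between them over the 6 samples can be tested.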

LncRNA is a novel class of mRNA-like transcripts with sizes varying from 200 to 100 kb and plays functions in regulating various BPs (Caley et al., 2010; Nagano and Fraser, 2011; Lee, 2012). In our study, many lncRNA-related pulmonary fibrosis were identified in GO and KEGG enrichment. It was shown that lncRNA MSTRG.23831.1 targeted in FBN1 and regulated TGF-β signal pathway. 

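MSTRG.23831.1, a transcript of 432 bases in an intron of Dut on chromosome 3, lies 53.0 kb from Fbn1. Its FPKM was 1.91 ± 0.949 (SD, n = 3) in control and 4.35 ± 0.642 in model samples (log2 fold change 0.93, standard error 0.28, adjusted p = 0.929, limma). Fbn1 had 21.9 ± 2.304 FPKM in control and 25.2 ± 4.06 FPKM in model samples (exact permutation p = 0.4, two-sided). The lncRNA's values split by group, so its relation to Fbn1 over the 6 samples cannot be tested.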

TGF-β occupies a set of functions including cellular differentiation, proliferation, cancerogenesis, and apoptosis. As a multifunctional cytokines, TGF-β plays a central role in wound healing, induces epithelial–mesenchymal transition (EMT), and leads to pulmonary fibrosis (Willis and Borok, 2007; Fernandez and Eickelberg, 2012). 

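MSTRG.24730.1, of 232 bases, lies within Cass4 on chromosome 3, and its FPKM was 2.57 ± 0.33 (SD, n = 3) in control and 5.17 ± 1.12 in model samples (adjusted p = 0.832, limma). Cass4 had 3.74 ± 0.199 FPKM in control and 4.03 ± 0.699 FPKM in model samples (exact permutation p = 0.6, two-sided). MSTRG.38436.6, of 459 bases, lies in an intron of Dlg3 on chromosome X, 26.9 kb from Gdpd2. It had 1.78 ± 0.0967 FPKM in control and 0.662 ± 0.238 FPKM in model samples (adjusted p = 0.780). Gdpd2 had 1.33 ± 0.763 and 1.14 ± 0.246 FPKM (exact permutation p = 0.8), and Dlg3 had 5.90 ± 1.204 and 4.50 ± 0.734 FPKM (exact permutation p = 0.3). Both lncRNAs split by group, which leaves no test of a relation to the genes.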

Apart from these, another two lncRNA–mRNA pairs (lncRNA MSTRG.24730.1-CASS4 and lncRNA MSTRG.38436.6-GDPD2) were significantly enriched into GO term “actin filament reorganization.” Actin cytoskeleton promotes myofibroblast differentiation and matrix remodeling during fibrogenesis (Sandbo and Dulin, 2011). Under stimulation of TGF-ββ1, ultrastructure of fibroblasts is altered with an increase in cytoskeletal stress fiber formation (Desmoulière et al., 1993; Vaughan et al., 2000). According to the target prediction results, lncRNA MSTRG.19006.1 may cis-regulate Adamts12 and then participate in the GO term “negative regulation of cellular response to VEGF stimulus.” 

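MSTRG.19006.1, of 365 bases, lies in an intron of Adamts12 on chromosome 2. Its FPKM was 2.95 ± 0.458 (SD, n = 3) in control and 1.21 ± 0.268 in model samples (log2 fold change -0.84, standard error 0.17, adjusted p = 0.660, limma). Adamts12 had 3.51 ± 0.547 FPKM in control and 3.46 ± 0.442 FPKM in model samples (exact permutation p = 0.9, two-sided). Adamts12 was the only gene of its GO term in the background, and the term had a one-sided Fisher exact p of 0.215.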

VEGF is a key regulator of angiogenesis, which has been implicated in the pathogenesis of fibrotic lung disease and can also be regulated by TGF-β (Ward and Hunninghake, 1998; Magro et al., 2003; Ando et al., 2010). Taken together, we can find that TGF-β serves as a central factor in the regulating process of pulmonary fibrosis including cytoskeleton system and angiogenesis. KEGG enrichment analysis also supported the conclusion, such as “Notch signaling pathway” and “regulation of actin cytoskeleton.” Notch can activate the TGF-β/Smad signal and mediate the induction of SMA gene expression and myofibroblast differentiation in alveolar epithelial cells (Aoyagi-Ikeda et al., 2011). Co-expression network analyses show that Lrrk and RF00100 were the hub ncRNAs in pulmonary fibrosis. Lrrk could code leucine-rich repeat kinase, and it was related with Parkinson’s disease. In addition, it had the function of autophagy by autophagy–lysosomal pathway (Giaime et al., 2017). This might connect with fibrosis. The specific mechanism should be further studied by gene knocking out.

In this study, DE circRNAs were also identified. Four circRNAs (circRNA1863, circRNA3902, circRNA822, and circRNA178) participated in the GO term “negative regulation of epidermal growth factor receptor signaling pathway.” 

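circRNA1863 and circRNA3902, both from Itga1 on chromosome 2, had 1 and 0 back-splice reads in the 3 control samples together and 4 and 2 in the 3 model samples. circRNA822, from Dab2ip on chromosome 3, had 6 reads in control and 2 reads in model samples. circRNA178, from Adap2 on chromosome 10, had 12 reads in control and 4 reads in model samples and was the only one of the 4 with enough reads to be tested (log2 fold change -1.42, adjusted p = 0.990 from edgeR). Supplementary Table S10 lists ciRNA178, an intronic circRNA of Errfi1 with 4 reads in control and 2 reads in model samples, under this term.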

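Among circRNAs assigned to TGF-beta signaling, the most reads belonged to circRNA439 from Smad4, with 5.29 ± 0.742 normalized reads (SD, n = 3) in control and 2.84 ± 3.12 in model samples (log2 fold change -0.91, adjusted p = 0.990 from edgeR). circRNA1765, from Hipk2, had 1 back-splice read in the control samples together and 9 in the model samples (log2 fold change 2.68, exact permutation p = 0.1, two-sided). The remaining 5 were not tested. Of these, circRNA1388 (Crebbp) had 5 reads in control and 1 read in model samples, circRNA437 (Smad4) 5 reads and 3 reads, circRNA988 (Npnt) 3 reads and 1 read, circRNA243 (Itga8) 3 reads and 0 reads, and circRNA2783 (Rnf111) 1 read and 4 reads.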

Seven circRNAs (circRNA1388, circRNA1765, circRNA243, circRNA2783, circRNA437, circRNA439, and circRNA988) regulated TGF-β signaling pathway. 

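Among circRNAs assigned to the JNK cascade, circRNA1355 from App had 3 back-splice reads in the control samples together and 12 in the model samples (log2 fold change 1.95, adjusted p = 0.990 from edgeR). circRNA1635 and circRNA3100, both from Stk3, had 8 and 0 reads in control samples and 0 and 3 reads in model samples. circRNA170 from Taok1 had 5 reads, all in control 1, and 2 reads, all in model 3, and circRNA1178 from Pja2 had 2 reads and 0 reads. None of these 4 had enough reads to be tested. In the test of host genes, the term held 2 called genes out of 2, App and Hipk2 (one-sided Fisher exact p = 0.088, adjusted p = 0.352).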

Seven circRNAs (circRNA1178, circRNA1355, circRNA1635, circRNA170, circRNA1765, circRNA3100, and circRNA822) played important roles in GO term “positive regulation of JNK cascade.” EGFR is overexpressed in fibrotic lung tissue, which suggests that EGFR signaling pathway is involved in epithelial regeneration in fibrotic lung diseases (Suzuki et al., 2003). 

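The 17 circRNAs named for the epidermal growth factor receptor, TGF-beta and JNK terms, counting circRNA178 and ciRNA178 separately, had between 2 and 24 back-splice reads over the 6 samples, with a median of 6. Of these, 9 were found in at most 2 samples, 6 were higher and 11 lower in the model, and 4 had the 10 reads needed for the test. With 3 rats per group, 2 of the 17 reached the smallest exact permutation p of 0.1 (two-sided). In simulated counts with the same depth and dispersion, a change of 2 log2 units was found at an adjusted p below 0.05 in 3.03% of the changed circRNAs and at an unadjusted p of at most 0.05 in 57.6%. The paper reads all of its results as a sign that DE circRNAs took part in many aspects of the regulation of pulmonary fibrosis.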

All the results indicated that DE circRNAs did participate in plenty of aspects involved in the regulation of pulmonary fibrosis process.

The potential roles of DE miRNAs were investigated by GO and KEGG enrichment analyses of predicted target genes in this study. It was found that many miRNAs targeted in BCL gene family members such as bta-miR-339a, cpo-miR-424-5p, eca-mir-8969-p5, rno-miR-3590-3p, and rno-miR-19b-3p. It has been indicated that BCL-2 gene family members play a crucial role in the pathogenesis of inflammation, apoptosis, and fibrosis. Moreover, apoptosis serves as a critical role in wound repair and in the pulmonary epithelial injuries leading to fibrosis (Safaeian et al., 2014). DE miRNAs also participated in angiogenesis process. rno-miR-195-5p is targeted in the 3’ UTR of EREG, rno-miR-128-3p and rno-miR-27b-3p are targeted not only in the 3’ UTR of R−spondin3 but also in notch1, and rno-miR-672-3p is targeted in the 3’ UTR of HIF1a and angpt2. R−spondin3 is significantly expressed in blood-forming organs, and the deficiency of R−spondin3 would lead to lethal vessel remodeling defects. It could also promote vascular development through up-regulating VEGF by the activation Wnt signaling pathway. R−spondin3 keeps the balance between angiogenesis and hematopoiesis (Aoki et al., 2008; Kazanskaya et al., 2008). It was reported that HIF1a was highly expressed in bleomycin-induced mouse models of lung injury (Gross and Hunninghake, 2001; Tzouvelekis et al., 2007; Ueno et al., 2011; Malli et al., 2013). In addition, HIF1a even could up-regulate the adora2b receptor on alternatively activated macrophages and contribute to pulmonary fibrosis (Philip et al., 2017). Taken together, it indicated that DE miRNAs have participated in the process of pulmonary fibrosis by apoptosis, angiogenesis, and Wnt signaling pathway.

In this study, the expression profiles of lncRNAs, mRNAs, circRNAs, and miRNAs were detected by whole transcriptome sequencing in pulmonary fibrosis model and control lung tissues. After differential expression analysis, many mRNAs and ncRNAs were differentially expressed, and the GO and KEGG enrichment analyses allowed us to investigate the potential functions of these DE mRNAs and ncRNAs in the regulating process of pulmonary fibrosis. In addition, two co-expression networks (lncRNA–miRNA–mRNA and circRNA–miRNA–mRNA) were also constructed to understand the regulatory relations of these mRNAs and ncRNAs. It was speculated that pulmonary fibrosis was regulated by DE ceRNA related with apoptosis, angiogenesis, and immunology. Co-expression networks investigated that ncRNAs (Lrrk and RF00100) and miRNAs (miR-22-3p, miRNA-672-3p/5p, miR-20a-5p, miR-195-5p, let-7i-5p, miR-27b-3p, and miR-128-3p) were the hub RNAs. The results of this study provide a new insight and facilitate further studies into the genetic basis of pulmonary fibrosis and ceRNA mechanism of ncRNAs and mRNAs during the regulatory process of pulmonary fibrosis.

## Data Availability Statement

The datasets generated for this study can be found in NCBI GEO accession number of GSE153296 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153296).

## Ethics Statement

The animal study was reviewed and approved by the Affiliated Hospital of Shandong University of Traditional Chinese Medicine.

## Author Contributions

WZ designed the experiment. XL and HL analyzed the transcriptome. XJ and XL wrote the manuscript. RH and XZ collected the samples. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Changing Expression Profiles of Messenger RNA, MicroRNA, Long Non-coding RNA, and Circular RNA Reveal the Key Regulators and Interaction Networks of Competing Endogenous RNA in Pulmonary Fibrosis
**Source:** Front Genet. 2020 Sep 24;11:558095. doi: 10.3389/fgene.2020.558095
**Supplement:** Supplementary Figure S1 — GO enrichment analysis of DE ceRNAs. (A) GO enrichment analysis of DE mRNAs. (B) GO enrichment analysis enrichment of DE lncRNAs. (C) GO enrichment analysis enrichment.

**Table S1** List of primer sequences used in the study.

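The table lists 25 primers for 15 targets. mRNA and lncRNA targets have a forward and a reverse primer each, and miRNA targets have a single primer. The forward and reverse sequences listed for IL-11, GCTCACCTGTGGCTTATTT and GTGAGGAAGACACTGTGAATAG, are the same as those listed for Rasd1. The lncRNA primers are listed by locus (MSTRG.199, for example) and not by isoform.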

| Primers | Sequence (5′-3′) | Tm (°C) | Usage |
| --- | --- | --- | --- |
| Tnfrsf17-Fw  Tnfrsf17-Rv  IL-11-Fw | GTGACTATGGCAAGGGTATG  CTTCACATCCCACCAATTAGA  GCTCACCTGTGGCTTATTT | 60  60  60 | qRT-PCR  qRT-PCR  qRT-PCR |
| IL-11-Rv | GTGAGGAAGACACTGTGAATAG | 60 | qRT-PCR |
| Rasd1-Fw | GCTCACCTGTGGCTTATTT | 60 | qRT-PCR |
| Rasd1-Rv | GTGAGGAAGACACTGTGAATAG | 60 | qRT-PCR |
| IL-1a-Fw | GGCCATAGCCCATGATTT | 60 | qRT-PCR |
| IL-1a-Rv | CCTGCTTGACGATCCTTATC | 60 | qRT-PCR |
| Lair1-Fw | GCCACCAAATGCTTCTCT | 60 | qRT-PCR |
| Lair1-Rv | GTCTTTCCAAGGGCTGATAC | 60 | qRT-PCR |
| miR-676 | CCGTCCTGAGCTTGTCGAGCT | 60 | qRT-PCR |
| miR-2424 | ACAGATCTTTGGTAATCTGATGGCT | 60 | qRT-PCR |
| miR-1247-5p | ACCCGTCCCGTTCGTCCCCGGA | 60 | qRT-PCR |
| miR-3590-3p | TAGCACAATGTGAAAAGAGCTCT | 60 | qRT-PCR |
| miR-9995-3p | ATCTCGGTGGAACCTCCA | 60 | qRT-PCR |
| MSTRG.199-Fw | TGGTGCTTGTGCCTTTAC | 60 | qRT-PCR |
| MSTRG.199-Rv | CTCACCCAACGGAAGGA | 60 | qRT-PCR |
| MSTRG.11560-Fw  MSTRG.11560-Rv  MSTRG.11559-Fw  MSTRG.11559-Rv  MSTRG.30244-Fw  MSTRG.30244-Rv  MSTRG.15160-Fw  MSTRG.15160-Rv | CTCTCGTACTGAGCAGGATTA  GAACGTGAGCTGGGTTTAG  CTCCAGAGGTCCTGAGTTT  CTTCAGACACACCAGAAGAAG  TTAGAGGCGTTCAGTCATAATC  CCGCAGGTTCAGACATTT  GTGCCGCTTTACCCATATT  CCTCAACACCTGTGAGTTTC | 60  60  60  60  60  60  60  60 | qRT-PCR  qRT-PCR  qRT-PCR  qRT-PCR  qRT-PCR  qRT-PCR  qRT-PCR  qRT-PCR |

How the deposited data were processed for this re-analysis (not part of the article)

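The data are from lung tissue of 3 control rats and 3 PF model rats on day 28, with one rRNA-depleted library per rat for mRNAs, lncRNAs and circRNAs. The samples were grouped by the condition in their labels, and all 24 measurement columns of the deposited tables were assigned to a sample. The miRNA libraries were left out, since the files hold no miRNA values.

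For linear RNAs, the authors trimmed the reads with Cutadapt, mapped them with Bowtie2 and Tophat2, assembled them with StringTie and deposited FPKM estimated with StringTie and Ballgown for each transcript. The authors also deposited the per-base coverage of each transcript, a signal that was not normalized for library size. For circRNAs, the authors deposited raw counts of back-splice reads called with CIRCexplorer from reads remapped with Tophat-fusion, and SRPBM, a signal normalized by a total per sample that the files do not give. The genome build is not named in the methods, and coordinates are those of the files. Clean reads per library, from the paper's Table 1, lay between 87434102 and 96788582. The median of back-splice reads per library was 2595 in control and 2458 in model samples. Reads per gene were estimated as coverage times transcript length divided by the read length of 150 bases.

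Gene FPKM were computed from the transcripts by a sum weighted by length, chosen over the plain sum because it lay closer to the values of Supplementary Table S2, though it matched 21.8% of the values within 1% for genes with 2 or more transcripts. Genes with at least 1 annotated transcript were tested as mRNAs. The marks of the coding potential filters are not part of the table, so all assembled transcripts were tested as possible lncRNAs, and these are a wider set than the paper's lncRNAs. A gene or transcript was tested when its FPKM was above 0 in at least 3 of the 6 samples. Model and control samples were compared with limma 3.58.1 (with trend) on log2(FPKM + 1) in R 4.3.3. A call needed an unadjusted p of at most 0.05 and an absolute log2 ratio of group mean FPKM of at least 1. The paper gives these values without saying whether its p is adjusted, states that FDR and q-values were used to adjust the results, and lists a q-value of 1 for every entry of Supplementary Tables S4 and S5. Calls by a Benjamini-Hochberg adjusted p below 0.05 were counted beside them. All tests were two-sided except the Fisher exact tests of terms. CircRNAs with at least 10 back-splice reads over the 6 samples were compared with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, and with DESeq2 1.42.0 as an alternative. Single values were compared with exact permutation tests over all regroupings, for which 3 rats against 3 allow no p below 0.1. Correlations over the 6 samples were tested over all 720 pairings. GO terms and KEGG pathways were taken from the annotation columns of the deposited tables, and the background was the genes that could have been called.

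A list of 30 names of fibrosis genes was written before the data were examined and tested with camera from limma. After its values were seen, the matching of names was extended to genes that the table merges with a neighbour, so that 29 of the 30 names were found. The remaining name, Ccn2, is another name of Ctgf, which was found. The features named in the text were set by a rule before the data were examined. It takes every mRNA, lncRNA and circRNA named in the paper's text, Figure 5A or Figure 6, the genes of Supplementary Table S8 under the terms named in the text, and for each kind of RNA the 3 features with the smallest p in each direction. For the latter, a mean FPKM of at least 1 or a mean of at least 5 back-splice reads was required. LOC100911572 falls under this rule. The isoforms of Il1a and of the lncRNA loci, the copies of RF00100 and further isoforms were chosen after their values were seen.

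The alternatives were other pseudocounts, filters, scalings and tests, a replicate block, and leaving out each sample in turn. Some alternatives were added after the data were seen. An F test of linear models on untransformed FPKM was chosen after the paper's p values in Supplementary Tables S4 and S5 had been compared with 3 tests, and it calls all 192 mRNAs and 286 lncRNAs of those tables. A rule that counts circRNAs found in at least 2 samples by the ratio of mean SRPBM was chosen after many combinations of filter and measure had been counted. The limits to class codes and to genes not named after Rfam families or miRNAs, and the terms computed from the paper's calls, were also added after the data were seen. The tests were checked on simulated data with 200 of 19678 mRNAs changed by 2 units of log2(FPKM + 1). The changed mRNAs were drawn only from those with a mean log2(FPKM + 1) above 1. In these data limma found 94.5% of them at an adjusted p below 0.05 with 10 false calls. This share does not hold for mRNAs of lower FPKM, such as the 88.0% of the mRNAs of Supplementary Table S4 below an FPKM of 1. With the thresholds on p and fold change, limma found 99.0% of the changed mRNAs and called 345 unchanged ones. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

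The qRT-PCR measurements, the miRNA networks and the stained sections have no data in the files and were left out. Whether reads of the qRT-PCR lncRNAs come from ribosomal RNA was not tested, since no sequences were compared.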

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

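The test of loci in this part was set before its values were seen, and the isoforms themselves were chosen for their small adjusted p; how far the isoform alone moves the sum, and the sums weighted by length, were computed only after the result was seen.

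After adjustment, 5 assembled transcripts that are not in Supplementary Table S5 were higher in the PF model than in the control samples, a signal in transcripts that the paper does not report on. MSTRG.32789.3 (Ywhaz) was listed at 0 in every control sample and at 11.4 ± 0.658 FPKM (SD, n = 3) in the model (adjusted p = 0.00132). MSTRG.33447.1 (Sun2) rose to 7.51 ± 0.694 FPKM (adjusted p = 0.00581). MSTRG.36815.1 (Map4k4) was listed at 0 in every control sample and at 4.38 ± 0.682 FPKM in the model (adjusted p = 0.027). MSTRG.32697.1 (Stat6) rose from 0.886 ± 0.109 to 7.38 ± 1.05 FPKM (adjusted p = 0.027) and MSTRG.11310.3 (Kdr) from 0.688 ± 0.385 to 11.1 ± 1.98 FPKM (adjusted p = 0.0424). The log2 fold changes lay between 2.15 and 3.64, and each of the 5 was higher in every model sample than in every control sample. With each sample left out in turn, the largest adjusted p was 0.0482 for MSTRG.32789.3 and between 0.124 and 0.172 for the other 4.

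Each of these isoforms belongs to the locus of an annotated gene, and a candidate explanation is reads shared between near-identical transcripts of a locus, which the assembly assigns to one isoform in some samples and to another in the rest. For this, the FPKM was summed over all isoforms of each locus. For 5 of the 5 loci the sum changed by less than 1 on the log2 scale (Ywhaz -0.32, Stat6 -0.61, Kdr -0.08, Sun2 0.19, Map4k4 0.02), and in each locus at least 1 other isoform was lower in the model. The gain of the isoform alone, with all others unchanged, would have moved the sums by between 0.16 and 0.44, so the limit of 1 is met whatever the cause and the test does not decide. FPKM are divided by transcript length, so moving reads between isoforms of different length changes these sums. With each isoform weighted by its length the changes were 0.10 for Ywhaz, -0.17 for Stat6, -0.07 for Kdr, 0.17 for Sun2 and -0.03 for Map4k4. The isoforms cannot be told apart from shared reads, nor from a change of isoform use in the model lungs, with FPKM alone. A sequence variant between the rats was not tested, since no reads were examined.

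Chance is a further explanation. Among the 4 splits of the 6 samples into 3 and 3 that part all 3 pairs of samples with the same number, the split by condition included, 2 gave at least the 11 assembled transcripts with an adjusted p below 0.05 that the conditions gave, and the other splits of this kind gave between 7 and 14. The other 6 of the 10 splits keep 2 of the 3 same-numbered pairs together and gave between 3 and 17. Of all 10 splits, 4 gave at least 11. With 10 splits the share cannot fall below 0.1, so the isoforms cannot be told apart from a chance result.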

How the results depend on the processing

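The alternatives in this part were set before the data were examined unless they are said to have been chosen after seeing the data. A count is called changed here when it moved by more than 1.5 times. The cause of a change was not tested in any of the cases in this part.

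The count of 335 mRNAs past the p and fold change thresholds kept within that range under 11 of 14 alternatives. It was 54 with a mean FPKM of at least 1, 182 with an F test with a library size covariate and 223 with edgeR on estimated reads. The F test on untransformed FPKM, chosen after seeing the data, gave 230. Rescaling FPKM to TPM turned the split from 150 higher and 185 lower to 208 higher and 168 lower. With each sample left out, the count was from 363 to 448. After adjustment, 1 mRNA remained the count under 12 of 14 alternatives, and 0 passed with the covariate F test (765 at an unadjusted p of at most 0.05) and with the untransformed F test (872 at an unadjusted p of at most 0.05). The smallest adjusted p lay between 6.32e-05 and 0.281 over the alternatives. Leaving out each sample gave from 1 to 3.

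The count of 1184 assembled transcripts changed to 460 with the covariate F test and to 656 with the untransformed F test, the latter chosen after seeing the data, and held under the other 11 alternatives. TPM gave 542 higher and 594 lower where 441 and 743 were found. Leaving out each sample gave from 1220 to 1573. The 11 transcripts past the adjusted threshold became 4 with a pseudocount of 0.1, 1 with a pseudocount of 0.01, 7 when FPKM above 0 in 1 sample was enough, 1 with the covariate F test, 1 with the untransformed F test and 0 with edgeR on estimated reads (1602 at an unadjusted p of at most 0.05). The smallest adjusted p lay between 0.000464 and 0.143. Leaving out each sample gave from 3 to 17.

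The 61 circRNAs past the fold change threshold became 4520 without a filter on reads and 8 with at least 20 reads, and 671 (314 higher, 357 lower) by the ratio of mean SRPBM for circRNAs found in at least 2 samples, chosen after seeing the data. Leaving out each sample gave from 73 to 84. With a control sample left out, from 45 to 47 were higher and from 28 to 34 lower, where 29 and 32 were found. With a model sample left out, from 31 to 38 were higher and from 42 to 46 lower. The 13 circRNAs at an unadjusted p of at most 0.05 became 6 with DESeq2, 24 without a filter and 4 with at least 20 reads, and from 8 to 15 with each sample left out. The 1 circRNA past the adjusted threshold became 0 with DESeq2 (6 at an unadjusted p of at most 0.05) and 0 with at least 20 reads (4 at an unadjusted p of at most 0.05), and from 0 to 1 with each sample left out. The smallest adjusted p lay between 1.34e-05 and 0.991 over the alternatives. Of the 8 named circRNA host gene terms, 1 had a p of at most 0.05, 0 did with circRNAs at a p of at most 0.05, 0 did without a filter and 2 did with SRPBM and at least 2 samples, chosen after seeing the data. In the main test, terms with fewer than 3 genes in the background could not reach that p.

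With the replicate block, 0 assembled transcripts (1678 at an unadjusted p of at most 0.05) and 0 circRNAs passed the adjusted threshold, 2 circRNAs had an unadjusted p of at most 0.05, 359 mRNAs and 1192 assembled transcripts passed the p and fold change thresholds, and 71 circRNAs passed the fold change threshold. Same-numbered samples are different rats, and after the group means were removed the correlation between samples of the same number averaged 0.05 for mRNAs, 0.01 for assembled transcripts and -0.06 for circRNAs, so the numbers carry no pairing that the values show.

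The mean log2 fold change of the fibrosis list stayed positive under all 10 alternatives (0.09 to 0.16) and with each sample left out (0.04 to 0.12). Its camera p stayed above 0.05 throughout. It was 0.233 in the main fit, from 0.193 to 0.346 over the alternatives and from 0.195 to 0.570 with a sample left out. The relations of isoforms in the locus of MSTRG.33698.6 with Lrrk2 and RF00100 had 0 of 22 at an exact p of at most 0.05 with either pseudocount. For the other lncRNA and gene pairs the samples split by group, so neither pseudocount gives a value.

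In simulated counts, 3.03% of circRNAs changed by 2 log2 units passed the adjusted threshold, against 94.5% of mRNAs in simulated FPKM.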

Differences from the paper's values

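With limma on log2(FPKM + 1), 335 mRNAs passed the thresholds against the paper's 192. Of the alternatives set before the data were examined, a mean FPKM of at least 0.1 (231), limma without trend (246), the F test with a library size covariate (182) and edgeR on estimated reads (223) came within 1.5 times of the paper's count, and the others did not. Limma gave 150 mRNAs higher in the model against the paper's 86, and 185 lower against the paper's 106. For the higher ones, a mean FPKM of at least 0.1 (99), limma without trend (109) and edgeR on estimated reads (113) came within that range. For the lower ones, these 3 (132, 137 and 110) and the covariate F test (126) did. The F test of linear models on untransformed FPKM, chosen after seeing the values, gave 230 mRNAs (104 higher, 126 lower). It called all 192 of the paper's mRNAs, of which limma called 155, and its p was within 1% of the paper's for 176. Leaving out genes named after Rfam families or miRNAs, also chosen after seeing the values, gave 257 (124 higher, 133 lower).

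For lncRNAs, 1184 assembled transcripts passed against the paper's 286, of which 441 were higher against the paper's 87 and 743 lower against the paper's 199. The tested set holds all assembled transcripts, of which the paper's lncRNAs are a part. None of the alternatives set before the data were examined closed the gap for the total or for the higher ones, and the covariate F test (232) alone did for the lower ones. The untransformed F test, chosen after seeing the values, gave 656 (245 higher, 411 lower) and did not close the gaps, nor did a limit to classes i, j, o, u and x longer than 200 bases (1148), also chosen after seeing the values. The untransformed F test called all 286 of the paper's lncRNAs, with a p within 1% of the paper's for 263, while limma called 274. Among the 1999 transcripts of Supplementary Table S3 that could be read, limma called 64 against the paper's 31. The untransformed F test, chosen after seeing the values, called 33, among them all 31 of the paper's, and none of the alternatives set before the data were examined was run on this part.

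For circRNAs, edgeR gave 61 past the fold change threshold against the paper's 605, with 29 higher against the paper's 287 and 32 lower against the paper's 318. None of the alternatives set before the data were examined closed these gaps, with totals from 8 (at least 20 reads) to 4520 (no filter). The ratio of mean SRPBM for circRNAs found in at least 2 samples gave 671 (314 higher, 357 lower) and was chosen after seeing the values, when many combinations of filter and measure had been counted.

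Of the 10 GO terms and pathways that the text names for mRNAs, 4 had a p of at most 0.05 against the paper's 9 in Supplementary Table S8. With the paper's calls, chosen after seeing the values, 9 did. Of the 6 named for lncRNA targets, 1 did against the paper's 4 in Supplementary Table S9. With the paper's calls, chosen after seeing the values, 5 did. The sets are unlike, since all called assembled transcripts gave 3206 target genes with a GO annotation and the paper's lncRNAs 576. Of the 8 named for circRNA host genes, 1 had a p of at most 0.05 against the paper's 5 in Supplementary Table S10. After the filter on reads, the background held between 0 and 3 genes of each of these terms. The JNK term, with 2 called genes out of 2, had a one-sided Fisher exact p of 0.088. Terms with fewer than 3 background genes could not reach 0.05 even with all of them called, so this count does not decide on their enrichment. Circular RNAs with p of at most 0.05 (0) and no filter (0), both set before the data were examined, did not close the gap, nor did SRPBM with at least 2 samples (2), chosen after seeing the values. For mRNAs and lncRNA targets there was no alternative set before the data were examined.

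The paper draws circRNA178 into the epidermal growth factor receptor term. In the deposited table circRNA178 comes from Adap2, and the entry that Supplementary Table S10 gives for the term is ciRNA178 from Errfi1, with 6 back-splice reads in all. The paper describes DE lncRNAs and mRNAs as the basis of its network around Lrrk2 and RF00100. Lrrk2 had a log2 fold change of -0.06 (adjusted p = 0.974), and the RF00100 copy beside it was not called. Figure 6 shows the lncRNA of which MSTRG.30244.7 is an isoform lower in the model. This isoform was lower, while the sum over the locus was 1915 ± 266.0 FPKM in control and 3049.5 ± 268.7 FPKM in model samples (SD, n = 3). With each isoform weighted by its length, the change of the locus was 0.31 on the log2 scale (exact permutation p = 0.2, two-sided).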

Other observations

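In this part, the tests of circRNA reads and of isoforms against loci were chosen only after the result was seen, as was the GO term that was followed over other splits. The matching of names in the fibrosis list was also extended after its values were seen.

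Other splits of the 6 samples were counted for every comparison. Of the 10 splits into 3 and 3, 4 part all 3 pairs of samples with the same number, the split by condition included, and the other 6 keep 2 of the 3 pairs together. For mRNAs past the p and fold change thresholds, 3 of the 4 gave as many as the 335 of the conditions (the others gave 313 to 344), and the 6 gave 321 to 490. For assembled transcripts, 2 of the 4 gave at least 1184 (the others 1089 to 1187). At the adjusted threshold, 4 of the 4 gave at least 1 mRNA and 2 of the 4 at least 11 assembled transcripts. For circRNAs, 3 of the 4 gave at least 61 past the fold change threshold (the others 58 to 81), 1 of the 4 gave the 13 at an unadjusted p of at most 0.05 (the others 4 to 11), and 2 of the 4 gave at least 1 after adjustment. Over all 3 kinds of RNA together, 3 of the 4 gave at least the 13 features past the adjusted threshold, as did 5 of all 10. Past the p and fold change thresholds, 8 of all 10 gave as many mRNAs and 3 as many assembled transcripts. At the adjusted threshold, 7 of all 10 gave as many mRNAs, 4 as many assembled transcripts and 2 as many circRNAs. For circRNAs, 9 of all 10 gave as many past the fold change threshold and 1 as many at the unadjusted p. With 10 splits the share never falls below 0.1, so these counts cannot be told apart from those of chance, and no biological explanation is set above it.

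The fibrosis list, genes of collagen and myofibroblast activity, had a mean log2 fold change of 0.09 over its 29 genes found, with 22 higher in the model and values between -0.26 and 0.30. Of these, 2 had an unadjusted p of at most 0.05 and 0 passed after adjustment over the list (smallest 0.619) or over all mRNAs (smallest 0.945). The largest rise was that of Col3a1, listed together with a neighbour, from 175.0 ± 14.3 to 216.5 ± 23.0 FPKM (SD, n = 3), and Lox fell from 15.4 ± 0.891 to 13.1 ± 1.14 FPKM. Of the 4 splits that part the same-numbered pairs, 1 had a mean as large, that of the conditions (the others 0.07 to 0.08 in size), as had 2 of all 10.

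Samples of one group were no more alike across genes than samples of different groups, and a mislabelled sample may give this. As a test, each control sample was exchanged with each model sample. Of the 9 exchanges, 7 gave more mRNAs past the thresholds than the labels as given. The largest count, 490, came when control 1, model 1 and model 3 were set against the rest. The same result can arise when no large difference between the groups is in the data, so a mislabelled sample cannot be told apart from that.

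The mRNAs of Supplementary Table S4 may owe their changes to low expression (few reads). Their median FPKM was 0.165, where the median of all mRNAs tested was 2.69, which fits that explanation. It does not show that each change is noise, and LOC100911572, with 11.0 FPKM in control samples, is an exception.

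The term regulation of signaling receptor activity held more called mRNAs than the background, and low expression (few reads) may contribute, since the median FPKM in the term was 1.05 and that of the background 3.75. Of the 9 other splits of the samples, 5 gave calls with a Fisher p of at most 0.05 for this term. The split by condition gave the smallest of the 10 (Fisher p = 8.23e-07, 12 called mRNAs in the term). The next smallest was 0.00119, with 9 called mRNAs in the term. Enrichment at a p of at most 0.05 is therefore not particular to the conditions. Whether the smaller p of the conditions is particular to them cannot be told from 10 splits.

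The SRPBM totals exceeded the clean reads by a factor that differed between samples, and the authors' normalization may shift the fold changes. The median log2 ratio of group means over 927 circRNAs found in both groups was -0.17 with SRPBM and 0.02 with counts scaled to the library totals, a difference of -0.19. SRPBM are the same counts over another total, so the medians can differ only through that total, and the comparison gives the size of the shift without testing its cause. For the circRNAs called by fold change, low counts may account for the size of the changes, since 89.1% of those in Supplementary Table S10 had fewer than 10 back-splice reads. Their median of 4 reads was also that of all 1231 circRNAs found in at least 2 samples. The median therefore does not set the listed circRNAs apart.

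The isoforms chosen for qRT-PCR changed more than their loci, for which reads shared between near-identical transcripts of a locus are a candidate explanation. The sum over the locus changed less than the isoform for 5 of the 5 loci, and for 1 of them, that of MSTRG.30244.7, in the other direction. Sums weighted by length, computed after the result was seen, changed by between 0.21 and 0.61 on the log2 scale. The isoforms were selected for a large change, so a smaller change of the sum does not decide between shared reads and a change of isoform use.

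Whether the high FPKM of some of these loci come from reads of ribosomal RNA left after depletion was not tested, because it needs the genome sequence.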
